A study of Homo sapiens with 12 samples. Its data were reported in "Transfer RNA acetylation regulates in vivo mammalian stress signaling" (2025).

How the data were processed

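Ribosome profiling sequences the mRNA fragments that translating ribosomes protect from nuclease, and the position of a fragment tells which codon the ribosome was on. Disome profiling applies the same method to the longer fragments protected by a pair of stacked ribosomes, which form when a trailing ribosome runs into a slower one. Both were applied to human embryonic kidney cells, given as HEK293 in the sample labels and as HEK-293T in the study's methods, either wild type (WT) or with THUMPD1 deleted by CRISPR-Cas9 (KO). THUMPD1 is the adapter protein that NAT10 needs to place N4-acetylcytidine on the tRNAs for Leu and Ser. Cells were lysed in the presence of cycloheximide, lysates were digested with RNase I, and footprints of monosome and disome length were size selected separately. In all, 12 libraries were analysed. Of these, 8 were monosome libraries with 4 per genotype, and 4 were disome libraries with 2 per genotype.

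The authors trimmed adapters and random bases, removed reads on ribosomal and other noncoding RNA with STAR, and mapped the rest with STAR to canonical UCSC transcripts of the hg19 assembly, keeping uniquely mapping reads. Custom scripts in Python and R turned the mapped footprints into occupancies. The deposited values were the relative occupancy of each codon, a linear ratio with a mean near 1 in each library, in 1 table per footprint kind with a column per library. The denominator of this ratio, any filter on read length after size selection and any minimum on coverage were not stated. The study places the values at the ribosomal A site, and for disomes at the A site of the leading ribosome. The tables do not name the site, so this rests on the study's description. Each table held 61 sense codons and no stop codons. No value was 0. If the codons of a library share a baseline, which the unstated denominator leaves open, a rise of some codons can lower the others. An occupancy compares codons within a library without giving an amount of translation. Read counts per codon were not used here, so the depth behind each value is unknown, and no interval from counting error was computed. The precision given is the spread between libraries. The tables hold no values per gene, so the loss of THUMPD1 could not be checked from them.

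Groups and replicate numbers were taken from the sample labels. All columns of occupancy in both tables were used, and each table was analysed on its own because the footprint kinds may have been normalized separately. Values were transformed to log2 without a pseudocount. For single codons, KO and WT were compared with limma version 3.58.1 in R version 4.3.3 (lmFit and eBayes with the default prior, no replicate block), and p-values were adjusted by the Benjamini-Hochberg method over the 61 codons, with a threshold of 0.05. For codon sets, the mean log2 occupancy of the set was taken in each library, and KO and WT were compared with an exact two-sided permutation test over all splits of the libraries. With 4 libraries per genotype the smallest p this test can give is 0.0286, and with 2 per genotype it is 0.333, so the disome set tests could not pass the threshold. The sets were all 6 Leu codons, the 4 U/A-rich Leu codons (UUA, UUG, CUA and CUU), the 2 C/G-rich Leu codons (CUC and CUG) and the 6 Ser codons (UCU, UCC, UCA, UCG, AGU and AGC). The difference in change between the U/A-rich and C/G-rich Leu sets was tested in the same way, which makes 5 tests per table, adjusted together. The study drew the line between U/A-rich and C/G-rich Leu codons on these libraries, so tests of that split are not independent evidence. Each set's change was also ranked against 10000 random sets of as many codons, which describes these libraries and is not a test across replicates. Changes in monosome and disome footprints were compared by Pearson's r and Spearman's rho across codons. Codons are not independent replicates, so no p-value was computed for that comparison.

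The codons named in the text were the 6 Leu and 6 Ser codons, up to 5 others per table that passed the threshold with separated groups, and the 3 codons with the highest mean occupancy per table. A codon outside this rule is said to have been chosen after its values were seen. The design, the sets, the naming rule and the alternatives were fixed before the data were examined. The alternatives were centring each library on the median of the 61 codons or on the mean of the 49 codons for neither Leu nor Ser, scaling libraries to the same spread, quantile normalization, a correction for the number of G and C bases in the codon, a pseudocount of 0.1, the linear scale, limma with a mean-variance trend and robust prior, an exact permutation test per codon, the 46 codons of highest occupancy, the replicate number as a block with and without the base correction, and leaving out each library in turn. An alternative with stop codons was planned and could not be run.

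Monosome libraries of the same replicate number deviated together from the mean of their genotype, with correlations across codons of 0.669, 0.872, 0.534 and 0.686 for replicates 1 to 4. Between WT and KO libraries of different numbers the correlation ranged from -0.783 to 0.776, so some libraries of different numbers also deviated together. The first principal component (53.2% of the variance) set replicate 2 of both genotypes apart from replicates 3 and 4. The numbers were taken to pair the monosome libraries because each of the 4 same-numbered correlations was well above 0. The labels do not say what a number stands for. For single codons the blocked result is given where it changes a call or a count. The set tests were unpaired, and a sign-flip test of the 4 monosome pairs cannot give a p under 0.125. The limma step was tested on simulated data with the means and residual spread of the real libraries. With 12 of 61 codons changed by 0.35 on the log2 scale, 83.0% of the changed codons were recovered in the monosome design and 14.5% in the disome design over 200 simulations. Unchanged codons made up 4.37% and 12.6% of the calls. In simulations with no change, at least 1 codon was called in 2.5% and 4.5%. Each simulated value was drawn independently, without the deviations that the real libraries shared across codons and replicate numbers. The rates therefore describe independent values and may not hold for the real libraries.

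The shares of codons were computed from 19541 canonical coding sequences of GENCODE annotation on the hg38 assembly, without weighting by expression. This is not the assembly the authors mapped to. It was used for codon shares and for the location of THUMPD1 alone. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. The other measurements of the study, such as tRNA sequencing, proteomics, translation efficiency and the mouse tissues, were not analysed here.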

Results

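To ask whether loss of tRNA acetylation changes how long ribosomes dwell on particular codons, ribosome profiling was performed in WT and THUMPD1 KO HEK293 cells, a transformed human embryonic kidney line. THUMPD1 lies on chromosome 16 (hg38, 20702816 to 20742084, minus strand). The data comprised 8 monosome libraries, 4 per genotype, and 4 disome libraries, 2 per genotype. Each library gave a relative occupancy for 61 sense codons. Mean occupancy was between 0.981 and 1.00 in monosome libraries and between 0.949 and 0.962 in disome libraries. The standard deviation of log2 occupancy across codons ranged from 0.26 to 0.41 in monosome libraries. It was 0.56 and 0.46 in the WT disome libraries and 0.43 and 0.44 in the KO disome libraries. Log2 occupancy correlated across codons between any pair of monosome libraries with r from 0.775 to 0.963, and between any pair of disome libraries with r from 0.854 to 0.915. The depth behind these values is unknown, so replicate spread is the only error given. The most occupied monosome codons were GAA, with 2.36 ± 0.164 (SD, n = 4) in WT and 2.22 ± 0.109 in KO, followed by GAC and UGG. None of these 3 passed the threshold in monosomes.

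Occupancy of single codons was first compared between genotypes in monosome footprints. In KO cells 4 of 61 codons passed an adjusted p of 0.05 by limma, and all 4 were Leu codons with higher occupancy. UUG rose from 1.02 ± 0.0587 (SD, n = 4) to 1.41 ± 0.114, a log2 change of 0.47 with a standard error of 0.07 (limma, adjusted p = 0.00244). CUA rose from 1.14 ± 0.102 to 1.5 ± 0.124, with a log2 change of 0.40 ± 0.08 (SE, limma adjusted p = 0.00979). CUU rose from 0.866 ± 0.0346 to 1.09 ± 0.0405, with a log2 change of 0.33 ± 0.05 (SE, limma adjusted p = 0.00244). CUC rose from 0.920 ± 0.0131 to 1.10 ± 0.0604, with a log2 change of 0.25 ± 0.05 (SE, limma adjusted p = 0.00979). Each of the 4 codons was higher in all 4 KO libraries than in any WT library, and higher in 4 of 4 same-numbered pairs. KO and WT libraries did not overlap for 6 codons, 4 higher and 2 lower, where 2.86% of codons, or 1.74 of 61, would separate by chance. At an unadjusted p under 0.05 there were 8 codons, 5 higher and 3 lower. Adjusted over the list alone, the 12 Leu and Ser codons, 4 codons passed without the replicate block and 6 with it, when UUA and CUG also passed (limma, adjusted p = 0.0176 and 0.00303). The list itself follows the tRNAs that carry the modification, which the study takes from earlier work and its own mapping. The study named single Leu codons and split them by U/A content on these samples, so calls on those codons are not independent evidence.

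**Figure D1:**
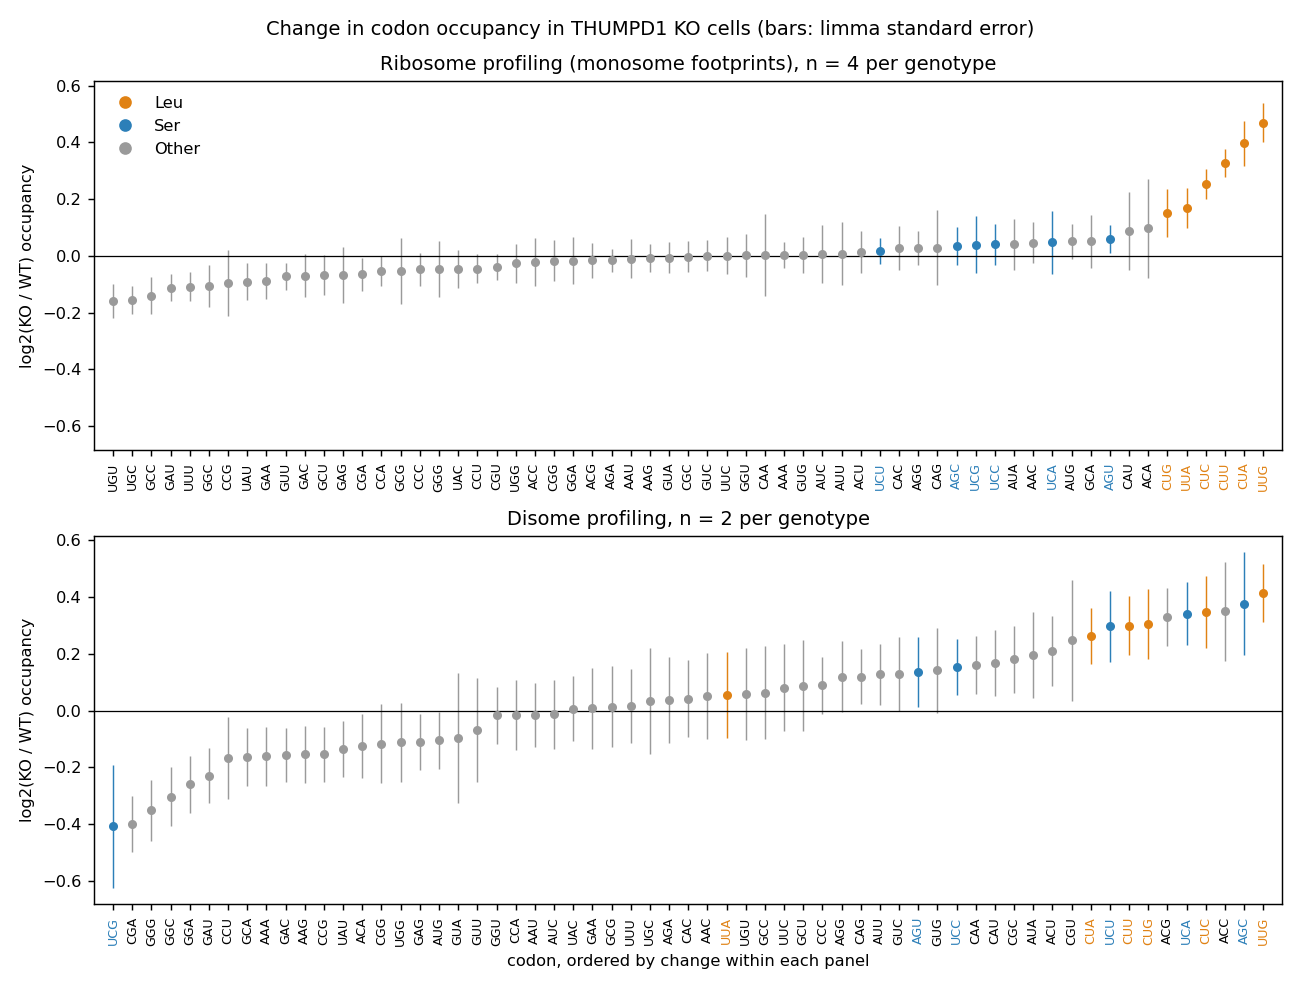
Log2 ratio of KO to WT occupancy for each of 61 sense codons, ordered by change, in monosome (n = 4 per genotype) and disome footprints (n = 2 per genotype), with bars for the limma standard error. The 6 Leu codons (orange) hold the 6 highest places in monosomes, from 0.15 for CUG to 0.47 for UUG, while Ser codons (blue) lie between 0.02 and 0.06.

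The count of codons moved most with the test. Scaling the libraries to the same spread gave 4 higher codons and 1 lower, UGC. An exact permutation test per codon left 0 codons after adjustment, with a smallest adjusted p of 0.290 and 6 codons at an unadjusted p under 0.05, because 4 against 4 libraries cannot give a p under 0.0286. With the replicate number as a block, 8 codons passed, 5 higher and 3 lower, and the 4 codons above were among them. CUG was the additional higher codon (log2 change 0.15, limma adjusted p = 0.586 without the block and 0.0119 with it). The lower codons under the block were UGC, UGU and GCC, which were chosen after their values were seen. Their log2 changes were -0.16, -0.16 and -0.14 (limma, blocked adjusted p = 0.0119, 0.0119 and 0.0292). Without the block their adjusted p was 0.113, 0.244 and 0.368. Leaving out WT replicate 4 left 3 codons, since the adjusted p of CUA was then 0.0504, and leaving out any other monosome library left 4.

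The Leu codon UUA had a smaller change. Its occupancy was 0.891 ± 0.0434 (SD, n = 4) in WT and 1.00 ± 0.0884 in KO. The log2 change was 0.17 with a standard error of 0.07, which did not pass the threshold (limma, adjusted p = 0.305, and 0.0535 with the block). It passed when the block was combined with the correction for base composition (limma adjusted p = 0.0240). The change was 0.11, 0.00 and 0.17 on the log2 scale in replicate pairs 1, 2 and 4, and 0.39 in pair 3. All 6 Ser codons had positive log2 changes, from 0.02 for UCU to 0.06 for AGU, and none reached an unadjusted p of 0.05. Except for AGU, each of these changes fell below 0 when a particular library was left out.

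**Figure D2:**
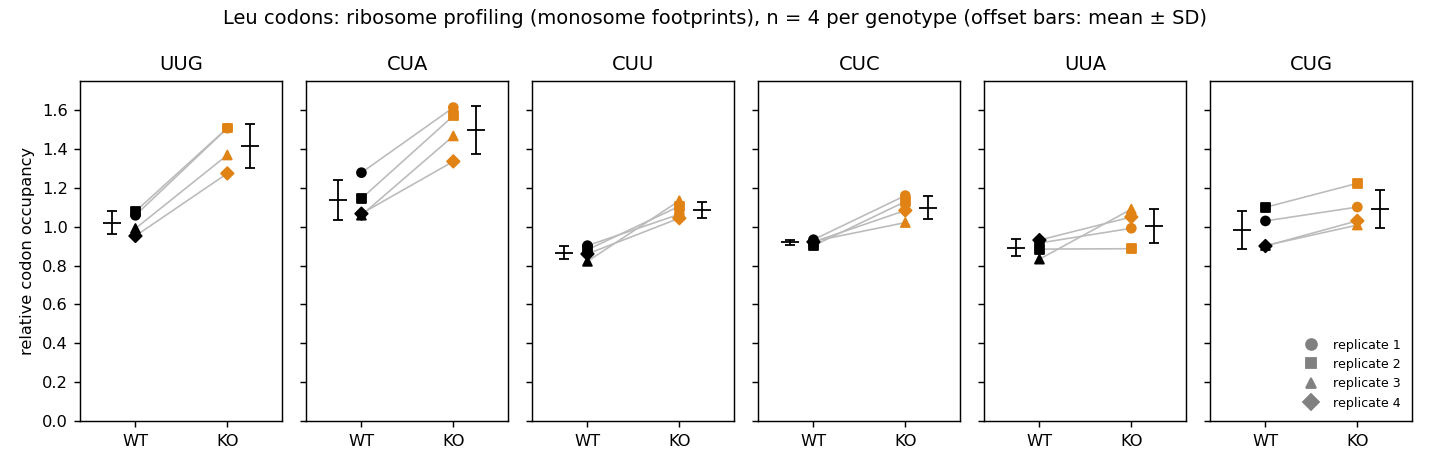
Relative occupancy of the 6 Leu codons in each monosome library, with WT in black, KO in orange, lines joining libraries of the same replicate number, and offset bars for the mean ± SD of 4 libraries. UUG, CUA, CUU and CUC do not overlap between genotypes, while UUA and CUG do, and the UUA rise is largest in replicate 3.

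Codons were then compared as sets. The mean log2 occupancy of the 6 Leu codons was higher in KO by 0.29 (exact two-sided permutation test, p = 0.0286, the smallest possible). It was higher in 4 of 4 pairs, with changes from 0.27 to 0.35, and the pooled replicate SD was 0.06. The U/A-rich Leu codons rose by 0.34 (exact p = 0.0286) and the C/G-rich Leu codons by 0.20 (exact p = 0.0286), each in 4 of 4 pairs. The C/G-rich change had an exact p of 0.0571 under each of the 3 scalings of the libraries, with changes of 0.21, 0.23 and 0.20 on the log2 scale. The difference between the sets was itself tested. U/A-rich codons rose by 0.14 more than C/G-rich codons (exact p = 0.0286), by 0.09, 0.08 and 0.09 in pairs 1, 2 and 4, and by 0.30 in pair 3. After scaling the libraries to the same spread this difference was 0.15 with an exact p of 0.0857. Ser codons changed by 0.04 (exact p = 0.200), in 3 of 4 pairs upward, which is close to the pooled SD of 0.04. Over the 5 tests the adjusted exact p was 0.0357 for each Leu test and 0.200 for Ser. Among 10000 random sets of as many codons, 0 reached the change of the 6 Leu codons, 0 that of the U/A-rich, 358 that of the C/G-rich and 2427 that of the Ser codons. By mean change, Leu ranked 1 of the 20 amino acids.

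To ask whether ribosome collisions changed at the same codons, occupancy was compared in disome footprints. No codon passed the threshold by limma in the 2 against 2 comparison (0 codons, smallest adjusted p = 0.236, and 0 adjusted over the list alone), and 10 codons had an unadjusted p under 0.05, 6 higher and 4 lower, of which 4 were Leu codons and 1 was a Ser codon. With a mean-variance trend and robust prior 4 codons passed (UUG higher, and CGA, GAU and GGG lower, the last 2 chosen after their values were seen). In the simulated data of the same design 14.5% of codons changed by 0.35 were recovered. The KO and WT libraries were separate for 18 codons that were higher and 14 that were lower, where chance gives 33.3%, or 20.3 of 61. UUG had the largest rise, from 0.942 ± 0.0502 (SD, n = 2) to 1.25 ± 0.0210, a log2 change of 0.41 with a standard error of 0.10 (limma adjusted p = 0.236). The log2 changes of CUC, CUG, CUU and CUA were 0.35, 0.30, 0.30 and 0.26, and all 4 separated the genotypes. UUA did not, with 1.13 ± 0.142 in WT, 1.18 ± 0.175 in KO and a log2 change of 0.06, which fell below 0 with median centring or quantile normalization. Among Ser codons the log2 change was 0.38 for AGC, 0.34 for UCA, 0.30 for UCU, 0.15 for UCC and 0.14 for AGU. UCG went the other way with -0.41 and a standard error of 0.22. Its occupancy was 0.592 in KO replicate 1 and 0.922 in KO replicate 2, against 1.03 and 0.936 in WT. Most of the UCG fall therefore rests on 1 library. By mean log2 occupancy over the 4 disome libraries, CGA was among the 3 most occupied codons with GAA and GAC. CGA fell from 1.94 ± 0.0822 to 1.47 ± 0.0171, with a log2 change of -0.40.

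**Figure D3:**
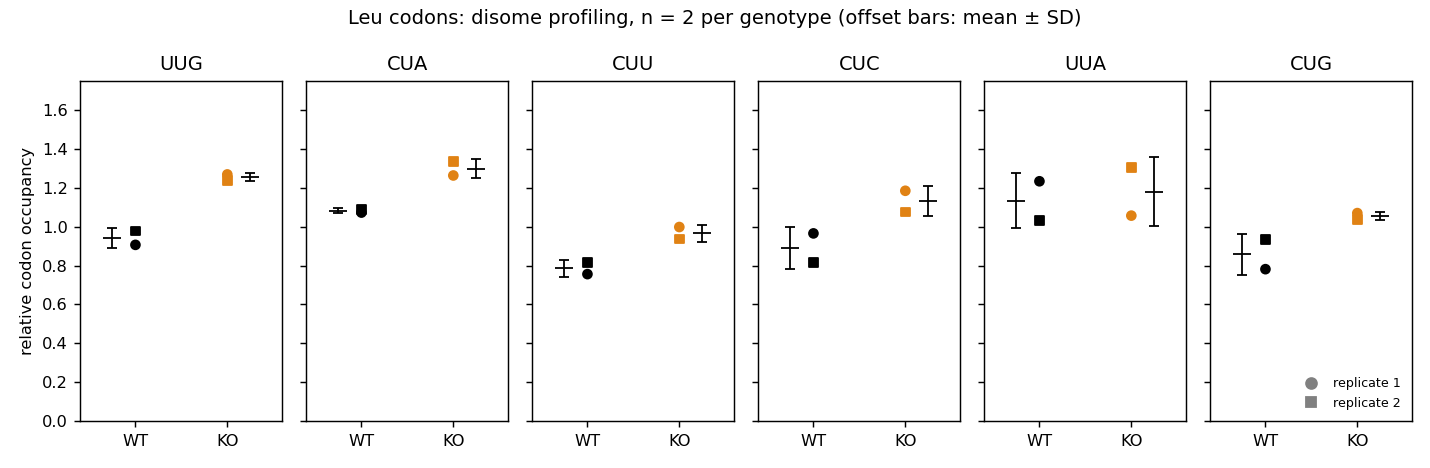
Relative occupancy of the 6 Leu codons in each disome library, with WT in black, KO in orange, symbols for the replicate number and offset bars for the mean ± SD of 2 libraries. The genotypes are separate for 5 of the 6 codons and overlap for UUA, whose WT mean is 1.13 and KO mean 1.18.

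The 6 Leu codons as a set rose by 0.28 in disomes, in 2 of 2 KO libraries, with a pooled SD of 0.01 (exact two-sided permutation p = 0.333, the smallest possible). Centring each library on the median of its codons moved this value most, to 0.19. The change was 0.26 for U/A-rich Leu, 0.33 for C/G-rich Leu and 0.15 for Ser codons, each with an exact p of 0.333. The Ser mean includes UCG, the only Ser codon that fell. The U/A-rich minus C/G-rich difference was -0.07 (exact p = 1), within its pooled SD of 0.08, and it was 0.01 without KO replicate 1. Over the 5 tests the adjusted exact p was 0.417, and 1 for that difference. Of 10000 random sets, 2 reached the change of the 6 Leu codons and 694 that of the Ser codons. Leu ranked 1 of 20 amino acids by mean change in disomes as well. Thr ranked 2 with 0.19 and Gly ranked 20 with -0.23, both named after their values were seen. Mean changes of some size in disomes were thus not limited to Leu. The Ser change was 0.06 when libraries were centred on their median or scaled to the same spread, and 0.16 when they were centred on the 49 codons for neither Leu nor Ser. It was 0.09 without WT replicate 1 or without KO replicate 2, and 0.21 without WT replicate 2 or without KO replicate 1.

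Log2 changes in monosome and disome footprints correlated across the 61 codons with Pearson's r = 0.488 and Spearman's rho = 0.473. Over the 49 codons for neither Leu nor Ser, r was 0.239 and rho 0.30. Single combinations of a monosome pair with a disome pair gave r from -0.00461 to 0.565, and r was 0.311 without disome WT replicate 2. The direction was the same for 39 of 61 codons, and for 28 of the 49. In both tables UUG, CUA, CUU and CUC were higher in every KO library than in any WT library. GAU, chosen after its values were seen, was lower in every KO library than in any WT library in both tables, with log2 changes of -0.11 in monosomes and -0.23 in disomes (limma adjusted p = 0.305 and 0.281). Codons that separated in opposite directions numbered 0.

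**Figure D4:**
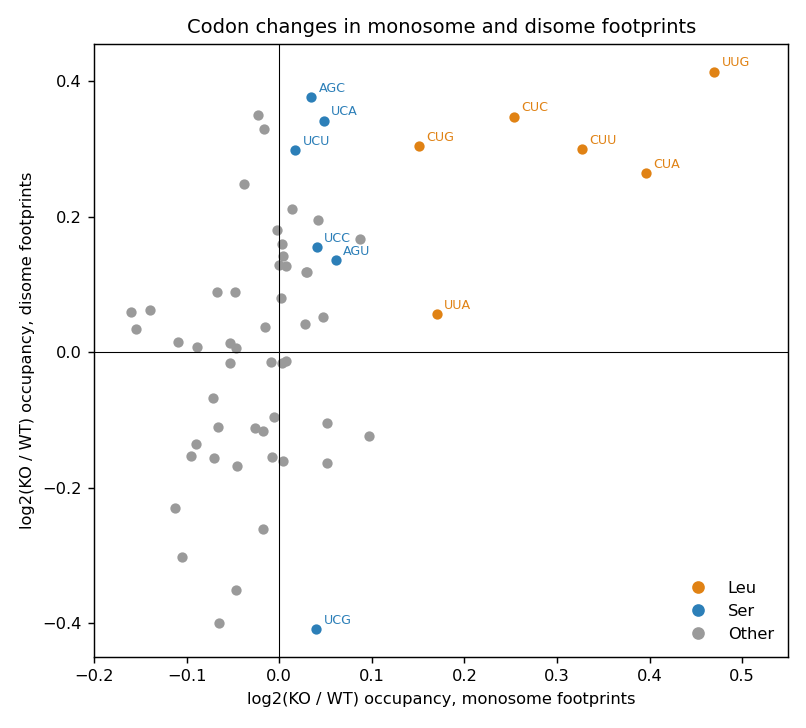
Log2 ratio of KO to WT occupancy in monosome footprints (horizontal) against disome footprints (vertical), 1 point per codon, with Leu in orange, Ser in blue and the rest in grey. All 6 Leu codons are above 0 on both axes, although UUA in disomes falls below 0 when libraries are centred on their median or quantile normalized, and Pearson's r over the 61 codons is 0.488.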

Values the study reported

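The study reported that THUMPD1 deletion lowered one Leu tRNA isodecoder, with the anticodon UAA, by about 4-fold in the same cell line, with smaller losses for other Leu and Ser isodecoders. In its text the codons with higher A-site occupancy in ribosome profiling are UUG, CUA, CUU and UUA, and the largest disome differences are at UCA, UUG, UUA and CUC.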

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

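No test in this part was chosen after its result was seen. In WT monosome replicate 4 the occupancy of the Ser codon UCU was 0.865, against 0.928 to 0.938 in the other WT monosome libraries. The gap to the nearest library was 0.867 of the whole range, above Dixon's critical value for 4 samples. Of 42 groups of 4 libraries examined in this way 1 stood out, where 2.1 would by chance, so a value this far out is no more than chance gives. The UCU change in KO was 0.02 on the log2 scale with all libraries and -0.01 without this one, so its sign rests on that library. No technical cause of the low value was tested, and no biological explanation was tested, since the library shares its genotype with the others.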

How the results depend on the processing

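The rise of the 6 Leu codons in monosomes stayed above 0, from 0.27 to 0.32 on the log2 scale, over the alternatives run for codon sets, and that of the U/A-rich Leu codons from 0.31 to 0.37. Quantile normalization and the 46 codons of highest occupancy were run for single codons alone. The exact p was the smallest possible, 0.0286, for both under the 3 scalings (median centring, centring on the 49 other codons, equal spread), the base composition correction, the pseudocount and the linear scale. Fits that each left out 1 library, and the blocked sign-flip test, whose smallest p is 0.125, could not reach the threshold and say nothing about stability. Of 80 set values under monosome alternatives, many had no test that could reach the threshold and bear on direction alone. In all, 76 kept their direction and, where a test could reach the threshold, their side of it. The others were the C/G-rich Leu rise, 0.21 with median centring, 0.23 with centring on the 49 other codons and 0.20 with scaling to the same spread, each with an exact permutation p of 0.0571, and the U/A-rich minus C/G-rich difference, 0.15 with scaling to the same spread and an exact p of 0.0857. The cause was not tested. Without 1 library that difference ranged from 0.09 to 0.17, and the Ser change from 0.03 to 0.06, the highest without WT replicate 1. With all libraries the Ser change was 0.068 with centring on the 49 other codons and 0.067 with the base composition correction (exact permutation p = 0.114 for each). It was 0.031 with scaling to the same spread (exact permutation p = 0.429).

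The number of monosome codons past the threshold was 8 with the replicate block and 8 with the block and the base composition correction, each including the 4 of the unblocked test. It was 0 with the exact permutation test per codon (6 unadjusted), whose smallest p does not survive adjustment over 61 codons. Scaling to the same spread gave 5, adding UGC, which was lower. It was 3 to 4 when 1 library was left out, and CUA was lost without WT replicate 4. The other settings gave the same 4 codons. Adding the block changed no other call than those of CUG, UGC, UGU and GCC, and with the base correction UUA, which passed, and GCC, which did not.

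In disomes the labels' replicate numbers did not pair libraries, as the correlation of deviations was 0.0212. This is 1 value and not 2, because with 2 libraries per genotype the deviations from the mean mirror each other. The replicate block gave 0 codons (9 unadjusted). The count was 1 on the linear scale (CGA) and 4 with the trend and robust prior; the cause was not tested. Set changes moved beyond the replicate spread for all Leu with median centring (0.186), centring on the 49 other codons (0.288) and the pseudocount (0.256), partly because the pooled SD there was 0.00628, for U/A-rich Leu (0.164) and C/G-rich Leu (0.231) with median centring, and for Ser with median centring (0.0552) and equal spread (0.0591). Without 1 disome library the U/A-rich minus C/G-rich difference ranged from -0.145 to 0.0100. Codon counts were not computed without a disome library, as 1 library would remain in a genotype. The correlation between monosome and disome changes was 0.239 over the 49 codons and 0.311 to 0.567 when 1 library was left out, lowest without disome WT replicate 2.

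Some single codons changed sign. Without 1 monosome library the log2 change ranged from -0.00999 to 0.0288 for UCU, -0.00357 to 0.0914 for UCC, -0.0651 to 0.110 for UCA, -0.0431 to 0.108 for UCG, -0.0193 to 0.0841 for AGC and -0.0661 to 0.0159 for UGG. UGG was 0.00166 with centring on the 49 codons and 0.00732 with the base correction, with or without the block. Under quantile normalization GAA was 0 in both tables, as the highest codon of every library. In disomes UUA was -0.0381 with median centring and -0.00266 with quantile normalization, AGU -0.0370 (0.14 as deposited) and GAC 0.0361 (-0.16 as deposited) with quantile normalization, and GAA -0.0872 with median centring. Among single codons 4 other monosome values changed, 1 weaker and 3 stronger, and 2 disome values were stronger. Depth is unknown, so how much of the spread is counting error could not be assessed. An alternative with stop codons was planned and not run, because the tables hold none.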

Other observations

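The tests of pairs, of UUA, of CUC against the U/A-rich codons and of the Cys codons were chosen only after the values they measure had been seen, and the limits used to judge the correlations were set after the changes per codon had been seen.

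The rise of U/A-rich Leu codons in KO monosomes was weighed against technical explanations. After each library was corrected for the number of G and C bases per codon the change was 0.357, against 0.341 as deposited, and the smallest change under the 3 scalings of the libraries was 0.341. In the same-numbered pair with the smallest change it was 0.299. Base composition, library scaling and a shared batch of the replicates therefore do not account for the rise as a whole. As for the grouping of the libraries, 2 of the 35 splits of the 8 libraries into 4 and 4 gave at least as many codons past the threshold as the real split. The other split was replicates 1 and 2 against replicates 3 and 4 across both genotypes, with 17 codons, so the split between replicate numbers gave more codons than the split between genotypes. With the replicate number as a block the genotype comparison gave 8 codons. Among the 8 splits that part every same-numbered pair, 1 gave as many codons, the real one, and the others gave 0, with and without the block. With 8 such splits that share cannot be small enough to count as a test. That the rise follows from the loss of THUMPD1 is a hypothesis that these values leave open, as is a difference between the WT and KO cell lines unrelated to it.

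The codon CUC, which the study counts as C/G-rich and names in its text as free of stalling in monosomes, rose by 0.25 with an adjusted p of 0.00979 by limma, while UUA did not pass. One hypothesis is that the U/A content of a Leu codon sets its rise, in which case each U/A-rich codon would rise by more than CUC. The UUA change was lower than the CUC change, with a difference of -0.0837 on the log2 scale, and UUA rose by more in 1 of 4 pairs. The difference is within its pooled SD of 0.147 (exact permutation p = 0.457), so this comparison alone does not tell U/A content from another grouping. UUA, the only Leu codon made of U and A alone, rose by 0.17, against 0.47, 0.40 and 0.33 for UUG, CUA and CUU. It rose by less than each of these in every pair. That argues against a rise that grows with the number of U and A bases, although these differences were not tested. UUG, CUA and CUU rose by 0.22, 0.14 and 0.07 more than CUC, with an unpaired exact permutation p of 0.0571, 0.143 and 0.4. The UUG and CUA differences were above 0 in 4 of 4 pairs, where a sign-flip test of the pairs cannot give a p under 0.125. The CUU difference was within its pooled SD of 0.0939 and above 0 in 3 of 4 pairs.

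The UUA change differed between monosome pairs, from 0.00 in pair 2 to 0.39 in pair 3, with an SD of 0.162, which ranked 4 of 61 codons. UUA is among the rarer codons of annotated coding sequences, not weighted by expression, and noise of a rare codon is a candidate explanation. The 9 comparably rare codons were all rarer than UUA and included the Leu codon CUA. Of these, 1 had an SD at least as large as UUA, and their SDs ran from 0.0325 to 0.165. UUA was inside that range but near its upper end, and the number of such codons is too small to decide. Codons were also ranked by change within each pair, which was done after the values were seen. The study's text names UUG, CUA, CUU and UUA for monosomes, and describes that figure as derived from 4 biological replicates. In pair 3 those were the 4 codons with the largest rise, and in the mean of all libraries CUC took the place of UUA, which ranked 5. UUA ranked 7, 30 and 6 in pairs 1, 2 and 4. Replicate numbers did not pair the disome libraries, so a disome pair is a combination of libraries by number alone. For disomes the study's text names UCA, UUG, UUA and CUC. In pair 2 those were the 4 Leu and Ser codons with the largest rise. In pair 1 only UUG of them was among the 4 highest Leu and Ser codons, and UUA ranked 54 of 61 with a log2 change of -0.22. In the mean of the disome libraries UUA ranked 29, below AGC, CUG, CUU, UCU and CUA. A match with 1 pair does not show how the study arrived at its codons. In mouse cerebellum, which was not analysed here, the study reported its largest occupancy increase at UUA.

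The Cys codons UGC and UGU had the lowest log2 changes in KO monosomes, with a mean of -0.16 over both codons (exact permutation p = 0.0286, the smallest possible). On a relative scale with a baseline shared by the codons of a library, a Leu rise can lower every other codon. After centring on the 49 codons for neither Leu nor Ser, which include both Cys codons, their mean change was -0.130 (exact permutation p = 0.0286), beyond its pooled SD of 0.0406, so the relative scale does not account for all of it. The change nearest to 0 in a same-numbered pair was -0.113, so it was lower in 4 of 4 pairs. The 2 codons were picked as the lowest of 61, which makes these p-values too small, and in disomes their mean change was 0.05. A lower Cys codon occupancy in KO cells may be real and is a hypothesis without a test on other data.

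Disome changes ran against occupancy in WT. Over the 49 codons for neither Leu nor Ser the change correlated with mean WT occupancy with r = -0.612, and in monosomes with r = -0.285. Noise in the WT libraries enters both measures and could produce this. With the change taken against WT replicate 2 and the occupancy from WT replicate 1 r was -0.175, and with the roles exchanged it was -0.555, so noise shared by both measures may explain part of it and the crossings do not settle it. WT replicate 1 had the widest spread of occupancy, 0.56 against 0.43 to 0.46 in the other disome libraries. After scaling to the same spread r was -0.193, but scaling removes a narrower range in KO as well as a wider range in 1 WT library, so these cannot be told apart. The rise of the Leu codons in disomes was larger than this relation gives. The 6 Leu codons lay on average 0.295 above the line fitted to the 49 codons, 6 of 6 lay above it, and 0 of 10000 random sets of 6 of the 49 codons were as high. After the correction for base composition the Leu change was 0.28. The 6 Ser codons lay 0.0709 above the line. With 2 libraries per genotype no exact test of these changes can pass the threshold.

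Monosome replicate 2 stood apart from the others in both genotypes. The mean deviation of its WT and KO libraries from their genotype means correlated with the number of G and C bases per codon with r = 0.491 across 61 codons (Spearman's rho = 0.538, permutation p over codons 3e-04), or 24.1% of the variance. Codons are not independent replicates. A base composition bias of that replicate is consistent with this correlation and leaves most of its deviation unaccounted for. It is shared by both genotypes, and no biological explanation was tested.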
